# The antifungal plant defensin AhPDF1.1b is a beneficial factor involved in adaptive response to zinc overload when it is expressed in yeast cells

**DOI:** 10.1002/mbo3.248

**Published:** 2015-03-08

**Authors:** Oriane Mith, Asma Benhamdi, Teddy Castillo, Muriel Bergé, Colin W MacDiarmid, Janet Steffen, David J Eide, Véronique Perrier, Maeva Subileau, Françoise Gosti, Pierre Berthomieu, Laurence Marquès

**Keywords:** Antifungal protein, cellular adaptive response, multifunctionality, plant defensin, zinc tolerance

## Abstract

Antimicrobial peptides represent an expanding family of peptides involved in innate immunity of many living organisms. They show an amazing diversity in their sequence, structure, and mechanism of action. Among them, plant defensins are renowned for their antifungal activity but various side activities have also been described. Usually, a new biological role is reported along with the discovery of a new defensin and it is thus not clear if this multifunctionality exists at the family level or at the peptide level. We previously showed that the plant defensin AhPDF1.1b exhibits an unexpected role by conferring zinc tolerance to yeast and plant cells. In this paper, we further explored this activity using different yeast genetic backgrounds: especially the *zrc1* mutant and an UPRE-GFP reporter yeast strain. We showed that AhPDF1.1b interferes with adaptive cell response in the endoplasmic reticulum to confer cellular zinc tolerance. We thus highlighted that, depending on its cellular localization, AhPDF1.1b exerts quite separate activities: when it is applied exogenously, it is a toxin against fungal and also root cells, but when it is expressed in yeast cells, it is a peptide that modulates the cellular adaptive response to zinc overload.

## Introduction

Antimicrobial peptides are important components of the ancestral innate immune system and are found in all organisms (Maroti et al. 2011). A great diversity of peptides has been found and thousands of sequences are now available. They are subgrouped according to their structure or enrichment in specific amino acids. Among them, plant defensins represent a well-defined subgroup belonging to the large cysteine-rich protein family and sharing a common scaffold based on a typical cysteine-stabilized *α-*helix *β-*sheet motif involving eight cysteines, one *α-*helix, three antiparallel *β-*sheets conferring a very steady structure (van der Weerden and Anderson 2013), and a *γ*-core motif involved in the antifungal activity (Yount and Yeaman 2004; Munoz et al. 2014).

Several plant defensins have been found, but many are yet to be described. Three hundred “defensin-like” genes were forecast in the genome of *Arabidopsis thaliana* (Silverstein et al. 2005). Despite their common structure, a high divergence in their amino acid composition has been found. Numerous plant defensin genes are arranged into clusters suggesting that their diversity arose due to duplication events followed by active divergent selection (Maroti et al. 2011).

A large repertoire of plant defensins is thus available, but very few of these proteins have been studied at the functional level. Up to now, almost all the described plant defensins have shown an antifungal activity (van der Weerden and Anderson 2013). Beside their common structure, this antifungal activity is the hallmark of the plant defensin group. Regarding the mechanism of their antifungal activity, there is no true consensus except for an initial interaction between defensins and sphingolipids (Thevissen et al. 2000, 2004; Ramamoorthy et al. 2007). After this step, several scenarios have been described according to the defensin tested. RsAFP2 and HsAFP1 were reported to generate reactive oxygen species and to induce programmed cell death (Aerts et al. 2007, 2009, 2011). MsDef1 appeared to activate a MAP-kinase signaling cascade (Ramamoorthy et al. 2007), while NaD1 or PsD1 were shown to enter the cell and to exert their effects via some as yet unknown internal targets (Lobo et al. 2007; van der Weerden et al. 2008; Sagaram et al. 2013).

In addition to their antifungal activities, some defensins display other unrelated biological activities recently reviewed by Carvalho and Gomes (Carvalho Ade and Gomes 2009). The modes of action of these side-activities are even less understood except for the *α*-amylase inhibitory activity. This activity is shared by several plant defensins from different species: sorghum (Bloch and Richardson 1991), barley (Mendez et al. 1990), mung bean (Chen et al. 2002), cowpea (Pelegrini et al. 2008). This inhibition was shown to require a steric interaction between the defensin and the enzyme active site (Lin et al. 2007; Pelegrini et al. 2008).

To highlight some relationships between sequences and functions, an attempt to associate phylogenetic clustering and bioactivity of several plant defensins has recently been conducted (van der Weerden and Anderson 2013). This study opens the possibility to predict the multiple activities of plant defensins. However, this approach is hindered by the fact that most new side functions have been discovered along with the description of new plant defensins. No single study has been conducted to test several side functions for the same plant defensin. Indeed, the study of biological activity usually requires either to extract sufficient amounts of purified plant defensin or to produce recombinant native-like defensin, which is far more difficult than simply cloning and expressing the sequence of a new defensin. Given the number of plant defensins described to date, the inventory of their biological activities is daunting. Furthermore, an emerging idea is that plant defensins are multifunctional proteins (Franco 2011) and that, if their mode of action is still not fully clear, it is because their biological activities are diverse and are probably the basis of several modes of action (Sagaram et al. 2011; Munoz et al. 2014). This multiplicity of activities along with the diversity of proteins existing even within a same species adds a new level of complexity.

We previously found that the AhPDF1.1b defensin is antifungal and also confers zinc tolerance to yeast and plant cells (Mirouze et al. 2006; Shahzad et al. 2013). The antifungal activity was tested with the recombinant native-like AhPDF1.1b added externally to fungal cultures, whereas the zinc tolerance was observed when the AhPDF1.1b defensin was expressed in the cell. Unexpectedly, when AhPDF1.1b is expressed in the yeast or in plant leaves, it is not secreted but it accumulates in internal compartments of the secretory pathway (Oomen et al. 2011). When expressed in yeast or in the plant leaf, AhPDF1.1b has thus the same subcellular localization and the same action. We have, therefore, taken advantage of these previous results to use yeast as a cellular model in order to acquire a deeper understanding of the mode of action of AhPDF1.1b. We showed that, when it is applied exogenously, fully oxidized/folded AhPDF1.1b is a toxin for fungal and root cells, while, when it is expressed in yeast cell and retained in the secretory pathway, it contributes to the cellular adaptive response and helps to overcome zinc overload bypassing the tonoplastic transporter ZRC1 that is the primary means to buffer zinc excess.

## Experimental Procedures

### Production of recombinant AhPDF1.1b in *Pichia pastoris*

#### Construction and selection of the *P. pastoris* recombinant clones

Recombinant AhPDF1.1b was produced in *P. pastoris*. To avoid codon usage bias, an optimization of AhPDF1.1b sequence has been done using the overlap extension (SOEing) PCR-based method (Vallejo et al. 1994) (Data S1). The resulting sequence was cloned in the pPICZ*α*C vector between the *Xho*I and *Xba*I sites in frame with the *α*-factor secretion signal from *Sacchomyces cerevisiae*, and under the control of the AOX1 promoter, following the instructions of the manufacturer (Invitrogen, Life Technologies SAS, Saint Aubin, France). The recombinant plasmids were then introduced in *Escherichia coli* DH5*α*™ by heat shock transformation and the recombinant clones were selected on low-salt LB plates (10 g.L^−1^ tryptone, 5 g.L^−1^ yeast extract, 10 g.L^−1^ NaCl, and 15 g.L^−1^ agar) containing 25 mg.L^−1^ Zeocin™. The constructs were checked by sequencing. After having introduced 5 *μ*g of the linearized plasmids into *P. pastoris* X-33 using the lithium chloride transformation method as described in the Invitrogen protocol, cells were grown and selected on YPD plates (10 g.L^−1^ yeast extract, 20 g.L^−1^ peptone, 20 g.L^−1^ glucose, 15 g.L^−1^ agar) containing 0.2 g.L^−1^ Zeocin™. Recombinant clones were then cultured in YPD and 5 *μ*L of the yeast cultures were dropped on YPD plates containing increasing concentrations of Zeocin™ (0.2, 1.2, 1.5, 1.9, and 2.1 g.L^−1^) to select the more tolerant clones.

#### Production of the recombinant AhPDF1.1b in a bioreactor

One of the more Zeocin-resistant clones was cultivated in a bioreactor as previously described (Brunel et al. 2004). Briefly, three successive 24 h precultures under aerobic conditions at 30°C were performed: the first one in YPD medium and the last two in a buffered synthetic medium with glycerol. One hundred milliliters of the last one were used to inoculate 500 mL of glycerol synthetic medium in an Applikon bioreactor of 1 L capacity. Three successive batches on glycerol were conducted to reach a high cell density culture before the induction of the recombinant AhPDF1.1b production by methanol over 5 days.

#### Purification of the recombinant AhPDF1.1b

The AhPDF1.1b was secreted by *Pichia* and thus purified directly from the culture medium. After centrifugation, the culture medium was collected and then successively filtrated at 0.45 and 0.2 *μ*m and further submitted to a diafiltration against 25 mmol/L sodium acetate buffer at pH 5 (buffer A) at a 3 kDa cutoff on a Quixstand system (GE Healthcare, Chalfont St Giles, UK). The diafiltrate was loaded on a cation exchange Streamline SP gel (74 mL, GE Healthcare) equilibrated with buffer A at a flow rate of 10 mL.min^−1^ and washed with buffer A for 1 h. Bound proteins were then eluted at 5 mL.min^−1^ with a ionic gradient starting with 100% buffer B (50 mmol/L Tris-HCl pH 7.6) and ending with 100% of buffer C (1 mol/L NaCl dissolved in buffer B) during 30 min. The elution of proteins was monitored by UV detection (280 and 320 nm). The protein-containing fractions were analyzed by SDS-PAGE and western blot (Data S2). The positive fractions were pooled and diafiltrated on 3-kDa Amicon® Ultra system (Amicon, Millipore, Molsheim, FRANCE). A MALDI-TOF analysis was performed to verify the molecular mass of the produced protein (Data S2). Proteins were then lyophilized and preserved at −20°C for further experiments.

### Antifungal activity against *Fusarium oxysporum* sp. *melonii*

Liquid growth inhibition assays were conducted in a microplate using half strength Potato Dextrose Broth containing a *Fusarium oxysporum* sp*. melonii* spore suspension at 10^4^ spores.mL^−1^ and 10 *μ*g.mL^−1^ tetracycline as previously described (Marquès et al. 2009). To observe the hyphae, the spore suspension was grown with a sublethal concentration of AhPDF1.1b (0.8 *μ*mol/L) and visualized with an Olympus BX61 microscope under bright field.

### Root growth inhibition assay

Root growth inhibition assay was conducted as described by Allen et al. (2008). The surface-sterilized seeds of *A. thaliana* ecotype *Landsberg erecta* were sown in a 24-well sterile assay plate in twice diluted Murashige and Skoog culture medium containing 2% sucrose, 100 mmol/L MES pH 5.6 and supplemented with 0, 4, 8, or 10 *μ*mol/L purified recombinant AhPDF1.1b. The culture was incubated with gentle shaking at 25°C, 16 h photoperiod, for 8 days.

### Expression of AhPDF1.1b and its variants in the yeast *S. cerevisiae*, and tolerance assays toward zinc overload and oxidative treatments

The entire coding sequence, including the signal peptide, of *AhPDF1.1b* was cloned between the *Eco*RI and *Xho*I restriction sites of the URA3+ pYX212 yeast expression vector downstream the constitutive triose phosphate isomerase promoter (Mirouze et al. 2006; Shahzad et al. 2013). A modified *AhPDF1.1b* harboring a SEKDEL-encoding motif fused to the end of its coding sequence was generated from *AhPDF1.1b* by PCR, using the following forward (5′-AAAGAATTCATGGCTAAGTTTGCTTCCATC-3′) and reverse (5′-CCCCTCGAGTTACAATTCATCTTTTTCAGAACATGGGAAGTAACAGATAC-3′) primers. A modified *AhPDF1.1b* coding sequence in which the Cys_15_ and Cys_36_ codons of the mature AhPDF1.1b were changed to alanine codons, was generated by SOEing PCR using the primers given in Data S3. The PCR fragment was digested by the *Eco*RI and *Xho*I restriction enzymes and cloned in pYX212 at the corresponding sites.

All the recombinant constructs were introduced into the BY4741 *S. cerevisiae* strain (MATa, his3Δ1, leu2Δ0, met15Δ0, ura3Δ0) together with the HIS3+ pFL38H vector using the lithium acetate/single-stranded carrier DNA/polyethylene glycol method (Gietz and Woods 2002).

Assaying zinc tolerance was performed in three different ways in the yeast *S. cerevisiae*. Firstly, drop tests were performed on agar selective modified YNB medium, as previously described (Shahzad et al. 2013). Secondly, growth of isolated yeast colonies was also analyzed, starting from 100 *μ*L of a *A*_600 nm_ = 0.01 yeast solution homogeneously plated on a Ø 9 cm petri dish containing the selective modified YNB medium. Pictures of the isolated colonies were taken with a SZX16 Olympus stereozoom microscope and the area of colonies was measured using Image J software (Schneider et al. 2012). Finally, a zinc shock assay was performed on the *zrc1* mutant background according to a protocol previously described (MacDiarmid et al. 2003). Briefly, 5 mL of a *A*_600 nm_ = 0.01 yeast solution made zinc limited by cultivation on low zinc medium (LZM) supplemented with 1 *μ*mol/L zinc during 20 h. The zinc-deficient cells were pelleted, washed, and then inoculated at *A*_600 nm_ = 0.01 in a liquid chelex-treated synthetic-defined (CSD) medium supplemented with 3.5 *μ*mol/L zinc. Growth was followed by *A*_600 nm_ measurement.

The tolerance of yeast cells to oxidative stresses was evaluated in drop tests performed as described previously (Shahzad et al. 2013) except that standard YNB medium (Bio101, Inc., Vista, CA, USA) was used supplemented either with 2.5 mmol/L diamide, 4 mmol/L H_2_O_2_, or 5 *μ*mol/L menadione. All the growth tests were performed at 30°C.

### UPRE-GFP UPR-reporter assay

The UPRE-GFP TEF2-Cherry UPR-reporter *S. cerevisiae* strain (his3Δ1, leu2Δ0, lys2+, met15Δ0, ura3Δ0, UPRE-GFP::URA3, TEF2-cherry::MET15, can1Δ::STE2pr-spHIS5, lyp1Δ::STE3pr-LEU2, cyh2) set up by Jonikas (Jonikas et al. 2009) was kindly given by Dr. Maya Schuldiner. Briefly, a synthetic UPR-responsive promoter composed of four repeats of the *KAR2* UPR-responsive element (UPRE) has been associated with a green fluorescent protein (GFP) reporter gene to monitor unfolded protein response (UPR) activity in vivo. The entire coding sequence of *AhPDF1.1b* was cloned at the *Not*I restriction site of the pFL38H yeast expression vector downstream the constitutive phosphoglycerate kinase 1 promoter. The empty and the recombinant pFL38H vectors were then separately introduced into the WT UPRE-GFP TEF2-Cherry strain using the lithium acetate procedure (Gietz and Woods 2002). The UPR levels were monitored by spectrofluorimetry (Xenius, SAFAS Monaco, Monaco) in yeast cells cultivated on agar plates at exponential phase growth, is to say, picked up when the areas of colonies were 0.25 ± 0.05 mm^2^. A synchrone GFP-detecting spectrum from 430 to 530 nm was obtained. The fluorescence was normalized with the number of cells given by the *A*_600 nm_. At least three biological repetitions were done for each experiment.

### RT-PCR and real-time RT-PCR

Experiments were performed on yeast cells cultivated on agar plate and treated or not treated with 20 mmol/L ZnSO_4_. The cells were harvested during their exponential growth phase. Total RNA extractions were performed with Trizol reagent (Gibco BRL, Life Technologies), purified by isopropanol precipitation then with RNeasy kit (Qiagen SAS, Courtaboeuf, FRANCE). Quality and quantity of RNA were controlled at each step by spectrometry (NanoDrop 1000; Thermo Scientific, Villebon sur Yvette, France). One micro gram of total DNA-Free RNA was reverse transcribed using M-MLV Reverse Transcriptase, RNase H Minus, Point Mutant (M3681; Promega, Charbonnieres, France) and 2 *μ*g of Oligo(dT)_15_ primer (C1101; Promega) in a final volume of 50 *μ*L, according to the manufacturer's instructions. To test *HAC1* mRNA splicing, a RT-PCR was performed according to Gardarin et al. (2010) with 1 *μ*L of cDNAs and 20 PCR-cycles. The primers used are given in Data S4.1. The PCR products were analyzed by gel electrophoresis (0.5% TAE, 1% agarose, ethidium bromide).

To evaluate the expression levels of *KAR2* and *HRD1* genes, Real-Time RT-PCRs were performed in 384-well plates with the LightCycler® 480 Real-Time PCR System (Roche Diagnostics GmbH, Meylan, France) using SYBR Green to monitor cDNA amplification. *ACTIN* and *TUBULIN* were used as internal controls for normalization. For each gene, specific primer pairs were designed (Data S4.2) and the PCR efficiency (E) of each primer pair was determined after the analysis of five serial 1:20 dilutions of cDNA. Relative expression ratios of target transcripts were then calculated according to Pfaffl method (Pfaffl 2001). For each treatment, three biological experiments were done. The Student's *t*-tests were performed to compare the expression levels of the different conditions.

## Results

### Production of a fully oxidized/folded recombinant AhPDF1.1b in *Pichia pastoris*

To test the activities of AhPDF1.1b when applied exogenously, it was necessary to produce and purify a native-like recombinant protein. In a previous study, we described the production of a native-like AhPDF1.1b in *E. coli* (Marquès et al. 2009). This protocol required an in vitro oxidation/refolding step, which could produce misfolded forms. In the present study, we tested a new production system using *P. pastoris*. The expression of several plant defensins in *P. pastoris* has already been reported (Kristensen et al. 1999; Almeida et al. 2001; Chen et al. 2004; Allen et al. 2008). This eukaryotic production system allowed us to directly obtain an in vivo fully oxidized/folded defensin. We chose a *Pichia* clone in which the KEX2 cleavage after the Glu-Lys-Arg residues has been efficient and produced native AhPDF1.1b without extra amino acids at its N-terminus. We used an optimized production in bioreactor (Brunel et al. 2004) that generated a high final biomass (*A*_600 nm_ = 300) and a high quantity of secreted proteins reaching 2 g.L^−1^. However, the subsequent purification step using cation exchange chromatography, as usually reported for plant defensin purification (Cabral et al. 2003; Chen et al. 2004; Allen et al. 2008), still needs to be improved in our hands to take full advantage of this very high production yield. Indeed, we observed that multimeric forms or aggregates of AhPDF1.1b appeared in the culture medium and likely prevented a high purification yield. Finally, around 1 mg of recombinant AhPDF1.1b was purified to homogeneity from a 1 L bioreactor as shown by SDS-PAGE electrophoresis and MALDI-TOF MS (Fig.1). The molecular mass of the purified recombinant AhPDF1.1b (5700.6 Da) was consistent with a fully oxidized form with four disulfide bonds formed (5701 Da expected).

**Figure 1:**
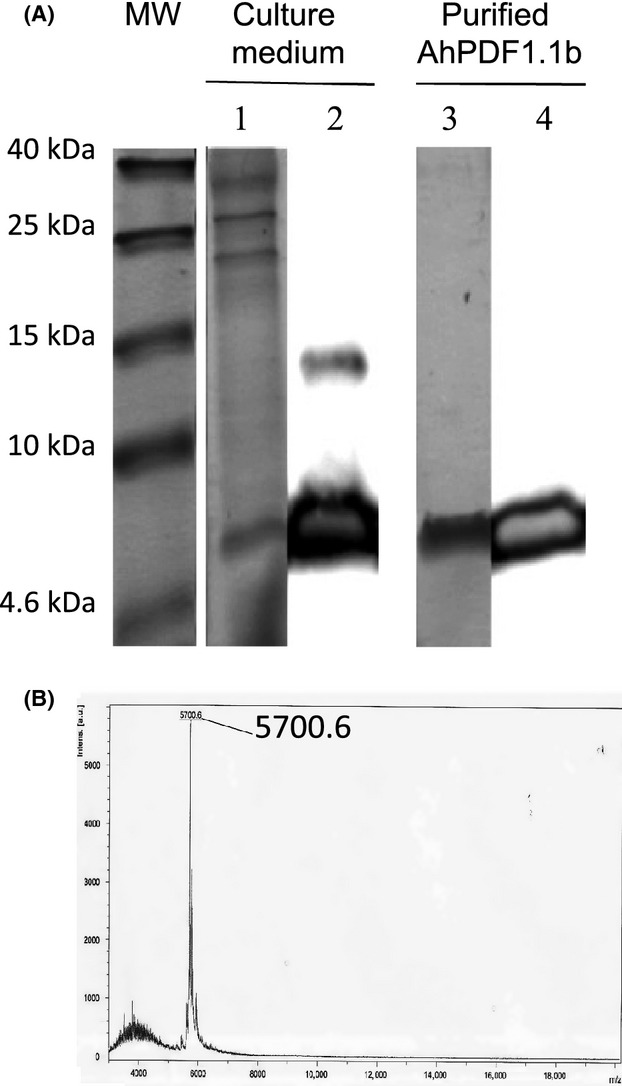
Production and purification of recombinant AhPDF1.1b in *Pichia pastoris*. (A) Analysis of the culture medium and the purified fraction of AhPDF1.1b produced in *P. pastoris*, on 18% (w/v) acrylamide ethylene-glycol SDS-PAGE. MW, molecular weight markers; Lane 1, culture medium, Coomassie staining. Lane 2, culture medium, western blot with anti-AhPDF1.1b polyclonal serum. Lane 3, final purified recombinant AhPDF1.1b, Coomassie staining. Lane 4, final purified recombinant AhPDF1.1b, western blot with anti-AhPDF1.1b polyclonal serum. (B) MALDI-TOF mass spectrum of the purified recombinant AhPDF1.1b produced in *P. pastoris*.

### Recombinant AhPDF1.1b is a morphogenic antifungal protein

The recombinant AhPDF1.1b protein produced in *P. pastoris* showed an antifungal activity against *F. oxysporum* sp. *melonii* similar to that observed previously for AhPDF1.1b produced in *E. coli* (Marquès et al. 2009). The minimum inhibitory concentration measured was ∽1 *μ*mol/L (Fig.2A). We tested its activity against the *P. pastoris* yeast itself and no toxicity was found (data not shown). Previously, the *E. coli* recombinant defensin was found to be not toxic for *S. cerevisiae* or *Candida albicans* at concentrations as high as 20 *μ*mol/L (Marquès et al. 2009). In the present study, we also tested the capacity of the AhPDF1.1b defensin to cause a morphogenic growth inhibition that has not been assayed before for this protein. When observing the *Fusarium* hyphae grown in the presence of AhPDF1.1b, a clear hyperbranching was observed similar to what has already been described for other *Brassicaceae* defensins (Osborn et al. 1995) (Fig.2B).

**Figure 2:**
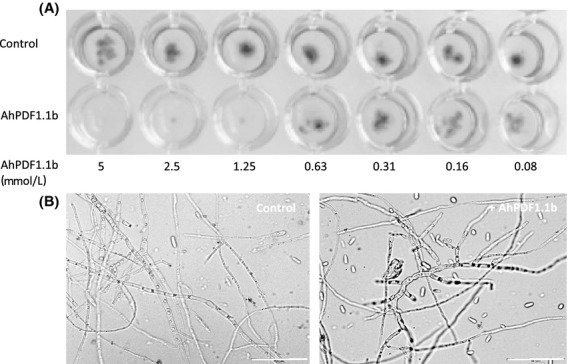
Growth inhibition assay on *Fusarium oxysporum* sp. *melonii*. (A) Twofold serial dilutions of purified recombinant AhPDF1.1b were tested on a spore suspension of *F. oxysporum* sp. *melonii* in half strength Potato Dextrose Broth and incubated 72 h at 30°C in darkness. (B) The morphology of the fungal hyphae has been observed after 36 h of growth of a spore suspension of *F. oxysporum* sp. *melonii* in half strength potato dextrose broth without any addition (control) or with the addition of 0.8 *μ*mol/L AhPDF1.1b. Bars correspond to 50 *μ*mol/L.

### AhPDF1.1b inhibits root growth of *Arabidopsis thaliana* plantlets

A toxic effect on plants themselves, namely inhibition of root growth, has previously been reported (Allen et al. 2008). A similar test was conducted with the recombinant AhPDF1.1b. When recombinant AhPDF1.1b was added in the culture medium of *A. thaliana* plantlets, a clear root growth inhibition was observed compared to the control without defensin (Fig.3A). This growth inhibition was dose dependent and quite similar to what has been already described for MsDef1, MtDef2, and RsAFP2 defensins with an active dose from 4 *μ*mol/L (Allen et al. 2008). The AhPDF1.1b defensin is thus another plant defensin showing a toxic effect on root growth when added to the culture medium. It is to be noticed that *A. thaliana* overexpressing AhPDF1.1b that we previously produced (Mirouze et al. 2006) did not show any growth inhibition compared to wild-type plants (Fig.3B).

**Figure 3:**
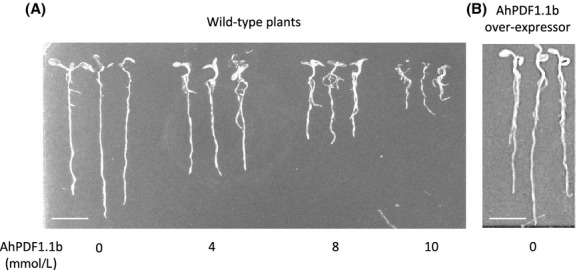
Inhibitory effect of AhPDF1.1b defensin on root growth. (A) Wild-type *Arabidopsis thaliana* plantlets grown for 8 days in a culture medium supplemented with concentrations of purified recombinant AhPDF1.1b ranging from 0 to 10 *μ*mol/L. (B) *A. thaliana* overexpressing AhPDF1.1b plantlets (Mirouze et al. 2006) grown for 8 days in a basal culture medium. Bar corresponds to 1 cm.

### When expressed in cells, AhPDF1.1b confers zinc tolerance independently of ZRC1

Expression of the AhPDF1.1b defensin (including its signal peptide) in wild-type *S. cerevisiae* yeast was previously shown to confer zinc tolerance in drop-test assays (Fig.4A.1 and Mirouze et al. 2006). To check whether AhPDF1.1b improved the growth rate or the survival of yeast cells during zinc overload, which is difficult to evaluate using drop-test assays, yeast culture was plated at a low density on a zinc-supplemented agar plate to follow both the area of colonies and their number. On plates supplemented with zinc, wild-type yeast cells expressing AhPDF1.1b displayed an increase in the colony areas (Fig.4A.2) but the same number of colonies (Fig.4A.3) compared to wild-type yeast expressing the empty vector. When 20 mmol/L of ZnSO_4_ was added to the culture medium, the cell survival of yeast was not altered and the expression of AhPDF1.1b improved the growth rate. Following the increase in the area of colonies over time, we could plot a growth curve of yeast cultivated on agar plates and assess growth over time under different conditions what was not possible with drop tests. The zinc tolerance phenotype already reported in drop-test assays was clearly observed during the exponential growth phase of wilt-type yeast expressing AhPDF1.1b (Fig.4A.2).

**Figure 4:**
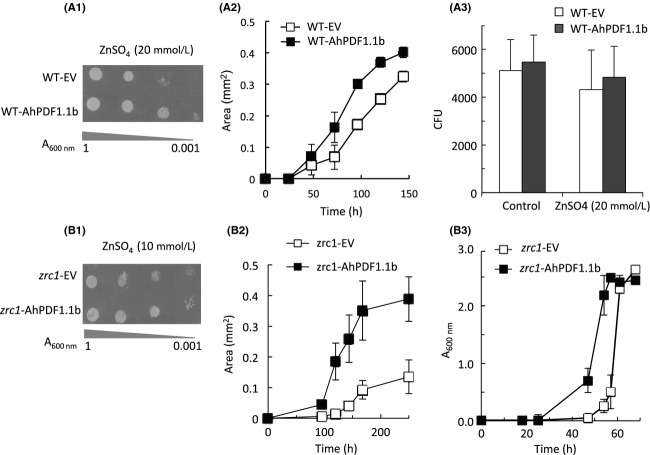
Zn tolerance phenotypes of wild-type yeast expressing *AhPDF1.1b* (A) or *zrc1* mutant expressing *AhPDF1.1b* (B). (A.1) Drop-test assays of wild-type yeast expressing the pYX212 empty vector (WT-EV) or wild-type yeast expressing AhPDF1.1b (WT-AhPDF1.1b) on 20 mmol/L ZnSO_4_ agar plates. An overnight yeast culture was diluted to the *A*_600nm_ levels indicated and 10 *μ*L were spotted on YNB medium supplemented or not with 20 mmol/L ZnSO_4_. (A.2) Growth curves of wild-type yeast expressing the pYX212 empty vector (WT-EV) or wild-type yeast expressing AhPDF1.1b (WT-AhPDF1.1b) plated on agar medium supplemented with 20 mmol/L ZnSO_4_. Isolated colonies plated on 20 mmol/L ZnSO_4_ were photographed with a SZX16 Olympus stereozoom microscope and their areas were measured using ImageJ software. Error bars correspond to standard errors, *n* ≥ 50. (A.3) Number of isolated colonies (CFU) of wild-type yeast expressing the pYX212 empty vector (WT-EV) or wild-type yeast expressing AhPDF1.1b (WT-AhPDF1.1b) plated on agar medium supplemented with 20 mmol/L ZnSO_4_. The number of colonies was counted after plating 100 *μ*L of a *A*_600nm_ = 0.01 culture of yeast cells. The Student's *t*-tests give a *P* = 0.47 on the control medium and a *P* = 0.27 on the zinc-supplemented medium. Drop-test assays of *zrc1* yeast expressing the empty vector (*zrc1*-EV) or *zrc1* yeast expressing AhPDF1.1b (*zrc1*-AhPDF1.1b) on 10 mmol/L ZnSO_4_ agar plates. An overnight yeast culture was diluted to the *A*_600nm_ levels indicated and 10 *μ*L were spotted on YNB medium supplemented or not with 10 mmol/L ZnSO_4_. B.2 Growth curves of *zrc1* yeast expressing the empty vector (*zrc1*-EV) or *zrc1* yeast expressing AhPDF1.1b (*zrc1*-AhPDF1.1b) obtained by measuring the areas of isolated colonies plated on 10 mmol/L ZnSO_4_. Error bars correspond to standard errors, *n* ≥ 50. B.3 “Zinc shock” assay in liquid culture of *zrc1* yeast expressing the empty vector (*zrc1*-EV) or *zrc1* yeast expressing AhPDF1.1b (*zrc1*-AhPDF1.1b). The growth curves are followed by *A*_600nm_ measurements during a zinc shock assay as described in [27]. Error bars correspond to standard errors, *n* = 3.

Unexpectedly, AhPDF1.1b was unable to improve zinc tolerance of yeast cells when they were grown in liquid culture. We decided to test the “zinc shock” assays worked out by MacDiarmid in liquid cultures (MacDiarmid et al. 2003). In this assay, the *zrc1* mutant, impaired in the ZRC1 vacuolar zinc transporter, is used. This mutant is no longer able to rescue the cytoplasm by loading the vacuole what allows to perform a “zinc shock” when zinc-depleted *zrc1* cells are resupplied with zinc. The wild-type yeast is not sensitive to “zinc shock” (MacDiarmid et al. 2003) and this assay can only be performed with the *zrc1* mutant strain, which is more sensitive to zinc than wild-type yeast. We first tested the *zrc1* mutant on drop-test assays and showed that AhPDF1.1b expression was able to confer a zinc tolerance phenotype on 10 mmol/L ZnSO_4_ plates in this genetic background (Fig4B.1). With plating test, it clearly appeared that the expression of AhPDF1.1b in this mutant deeply enhanced its tolerance to zinc (Fig.4B.2). With the “zinc shock” assay, it has even been possible to observe a zinc tolerance in liquid culture (Fig.4B.3). It was the first assay performed in liquid culture in which we observed a zinc tolerance phenotype conferred by AhPDF1.1b. These results showed that in the *zrc1* mutant background the defensin conferred a high zinc tolerance phenotype. The ZRC1 transporter, which is the main tonoplastic transporter responsible for zinc sequestration in the vacuole, is thus not implicated in the mode of action of AhPDF1.1b to confer zinc tolerance.

### AhPDF1.1b confers Zn tolerance from the endoplasmic reticulum

We previously showed that AhPDF1.1b is not secreted when expressed in yeast but rather accumulated in the endoplasmic reticulum (ER) and prevacuolar compartments (Oomen et al. 2011). To block the defensin in the ER compartment, a construct enabling the translational fusion of the ER-targeting motif KDEL downstream of the AhPDF1.1b was engineered. KDEL motif at the C-terminal end of a protein is the classical ER-retention signal (Pichon et al. 1997) usually used to engineer ER resident proteins (Young et al. 2013). Yeast cells expressing the AhPDF1.1b::KDEL fusion displayed an even greater zinc tolerance activity than yeast cells expressing the native AhPDF1.1b compared to WT cells (Fig.5A). This result suggests that AhPDF1.1b confers zinc tolerance when it is blocked in the ER. In liquid culture, the AhPDF1.1b::KDEL fusion did not confer any zinc tolerance and show the same growth curve as yeast expressing the empty vector or yeast expressing AhPDF1.1b (Fig.5B).

**Figure 5:**
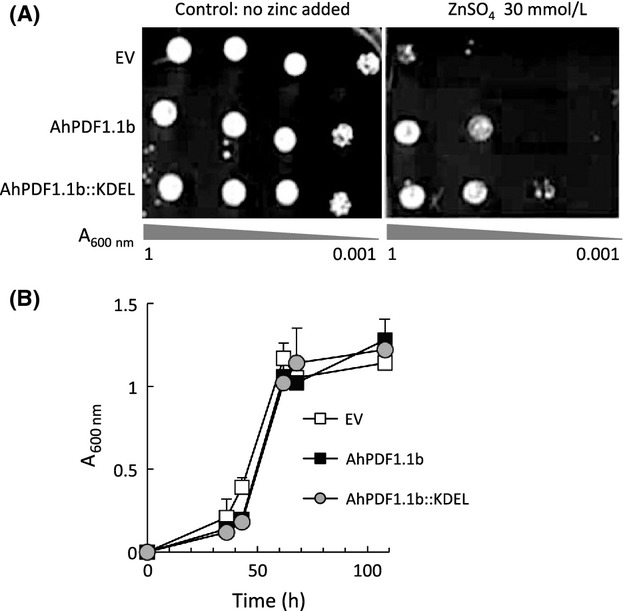
Zinc tolerance assay of yeast expressing *AhPDF1.1b::KDEL*. (A) Drop tests were performed with control yeast cells expressing the pYX212 empty vector (EV), or the native AhPDF1.1b (AhPDF1.1b) or a recombinant AhPDF1.1b defensin fused with the KDEL retention signal at its C-terminal end (AhPDF1.1b::KDEL). An overnight yeast culture was diluted to the *A*_600nm_ levels indicated and 10 *μ*L were spotted on YNB medium supplemented or not with 30 mmol/L ZnSO_4_. (B) Growth curves in liquid cultures contaminated by 20 mmol/L ZnSO_4_, of control yeast cells expressing the pYX212 empty vector (EV), or the native AhPDF1.1b (AhPDF1.1b) or a recombinant AhPDF1.1b defensin fused with the KDEL retention signal at its C-terminal end (AhPDF1.1b::KDEL). The growth was followed by *A*_600nm_ measurement.

### When expressed in cells, AhPDF1.1b confers tolerance to diamide but not to H_2_O_2_ or menadione

Protein oxidation/folding is one of the major functions of the ER. As a cysteine-rich protein with four disulfide bridges, AhPDF1.1b is oxidized/folded in the ER when expressed in yeast. We assayed three oxidizing agents: diamide (diazine-dicarboxylic acid-bis(dimethylamide), H_2_O_2_*,* and menadione to evaluate the influence of the AhPDF1.1b expression on different redox stresses. H_2_O_2_ and menadione modify both reduced/oxidized glutathione (GSH/GSSG) ratio and intracellular reactive oxygen accumulation, while diamide decreases specifically the GSH/GSSG ratio without altering peroxide and superoxide anion levels (Pocsi et al. 2005). GSH/GSSG ratio is crucial for ER redox status and thereby diamide specifically perturbs the redox status of the ER. It has been shown that diamide toxicity is mediated in part by disruption of disulfide isomerisation in the ER and associated with vacuolar protein-sorting functions (Thorpe et al. 2004). In drop-test assays, AhPDF1.1b appeared to protect yeast cells from the toxicity of diamide but not from that of the two other oxidizing agents (Fig.6). This result is fully consistent with a role of AhPDF1.1b in the ER and prevacuolar compartments.

**Figure 6:**
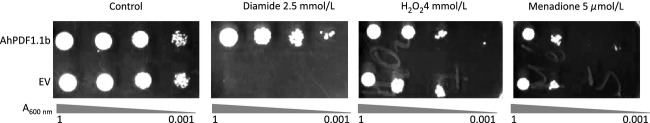
Tolerance assays in response to various oxidative treatments. Drop tests were performed with wild-type yeast cells expressing the native AhPDF1.1b (AhPDF1.1b) and control yeast expressing the pYX212 empty vector (EV). Yeast cells were cultivated overnight and then diluted to the *A*_600nm_ levels indicated. About 10 *μ*L were spotted onto YNB medium (control) or onto YNB supplemented with 2.5 mmol/L diamide or 4 mmol/L H_2_O_2_ or 5 *μ*mol/L menadione.

### AhPDF1.1b expression in yeast cells triggers the quality control system of the ER

To test for an effect of AhPDF1.1b expression on ER-stress, a reporter system, based on a transcriptional fusion between a synthetic UPRE and a GFP gene, was used (Jonikas et al. 2009). This UPRE promoter was composed of four repeats of the *KAR2* UPRE. The zinc treatment alone led to increased GFP expression driven by the UPRE reporter promoter. This response was twofold higher when AhPDF1.1b was expressed in yeast during the zinc overload. The expression of AhPDF1.1b alone did not trigger any UPRE-GFP reporter response (Fig.7A). Thus, a clear synergistic effect of both zinc and defensin expression drove the UPRE-reporter response. A mutated AhPDF1.1b in which the Cys_15_ and the Cys_36_ had been replaced by alanine preventing the formation of one of the four disulfide bonds was neither able to confer zinc tolerance (Fig.7B) nor to trigger the UPRE-GFP reporter response (Fig.7A).

**Figure 7:**
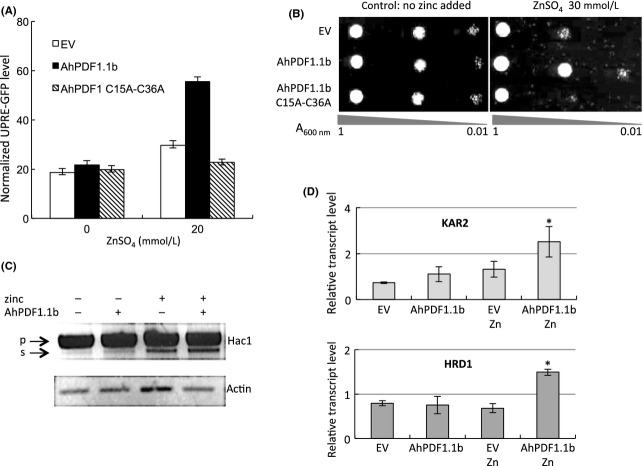
Synergistic effect of zinc overload and AhPDF1.1b expression on UPRE activation and ERAD. (A) Expression of the UPRE-GFP reporter system in yeast cells expressing the pFL38H empty vector (EV) or the native AhPDF1.1b (AhPDF1.1b) or the mutated C15A-C36A AhPDF1.1b (AhPDF1.1b C15A-C36A). The GFP levels were acquired through a synchrone spectrum from 430 to 530 nm. Yeast cells were cultivated on agar plates with increasing zinc concentrations and picked up on their exponential growth phase (see Fig.4A.2). The fluorescence was normalized by the number of cells given by the *A*_600nm_. At least three biological repetitions were done for each experiment. Error bars correspond to standard errors, *n* = 3. (B) Drop-test performed with yeast cells expressing the pFL38H empty vector (EV) or the native AhPDF1.1b (AhPDF1.1b) or the mutated C15A-C36A AhPDF1.1b (AhPDF1.1b C15A-C36A). An overnight yeast culture was diluted to the *A*_600nm_ levels indicated and 10 *μ*L were spotted on YNB medium supplemented or not with 30 mmol/L ZnSO_4_. (C) *HAC1* mRNA splicing in yeast cells expressing or not the native AhPDF1.1b and grown on agar plates supplemented or not with 20 mmol/L zinc. After total RNAs extraction, *HAC1* mRNA splicing was monitored by RT-PCR. PCR products were separated by electrophoresis on a 1% agarose gel. The positions of the bands corresponding to the precursor (p) or the spliced (s) *HAC1* mRNA are indicated. (D) The expressions of *KAR2* and *HRD1* were monitored by Real-time RT-PCR. mRNA were isolated from yeast expressing the pYX212 empty vector (EV) or expressing the native AhPDF1.1b (AhPDF1.1b) and grown on control conditions or in the presence of 20 mmol/L ZnSO_4_ (Zn). Three biological replicates were analyzed and transcript quantifications were expressed relatively to the expression of two housekeeping genes: *ACTIN* and *TUBULIN*. Error bars correspond to standard errors, *n* = 3. The asterisk (*) indicated Student's *t*-test *P *≤ 0.05 when compared AhPDF1.1b-Zn with the other conditions.

The UPRE is a binding site for the Hac1 transcription factor. In response to ER-stress, Hac1 activity is controlled at the level of mRNA splicing. The *HAC1* splicing is induced by misfolded proteins appearing in the ER and the spliced product is the transcription factor able to drive the activity of the reporter system. Therefore, *HAC1* splicing was analyzed in response to zinc and AhPDF1.1b expression. Zinc overload alone triggered a clear splicing of the *HAC1* mRNA while the expression of AhPDF1.1b alone had little effect (Fig.7C). These results are consistent with those obtained with the reporter system. However, the synergistic effect of defensin expression and zinc overload on *HAC1* splicing was not clearly observed. Therefore, to confirm the results obtained with the reporter system, we carried out real-time RT-PCR to analyze *KAR2* and *HRD1* expression in response to both zinc overload and defensin expression. 

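Transcript levels in the 4 conditions of Fig. 7D were also measured on 8 Agilent arrays, each hybridised with the Cy3-labelled cRNA of a single sample. Cells of the BY4741 strain, all with the empty pFL38H vector, expressed AhPDF1.1b from pYX212 or did not, and grew on solid medium without added zinc or with 20 mmol/L ZnSO4. The labels do not name a pYX212 empty vector in the yeast without AhPDF1.1b. It is called EV yeast here because a strain without its own URA3 grew without uracil and gave a URA3 signal of 15.45, as a vector with that marker would allow. There were 2 biological replicates per condition, and whether the RT-PCR used the same RNA is not given in the sources used here. The paper's text does not mention the arrays, so the array values that follow are not the RT-PCR values of Fig. 7D.
The deposited values were log2 signals, processed by the authors in R with limma according to the submitters' notes. The background correction and the normalization method are not given in the sources used here. The quantiles of the 8 arrays were nearly the same, so the values were used without further scaling. The correlation across probes between replicates ranged from 0.996 to 0.998, and their median absolute difference on the log2 scale from 0.07 to 0.10. Of 6227 probes, 4061 were paired with 1 gene symbol and 2166 were unnamed. The probes of LEU2 and MET17, genes deleted in BY4741, gave log2 signals of 5.54 to 5.79, and 4.47% of the genes had a mean at or under the upper value.
The 4 condition means of 6226 genes were fitted in limma, with a moderated test and Benjamini-Hochberg adjustment over all genes in each comparison. The number of arrays limits the precision: the fit had 4 residual degrees of freedom, with 6.36 added by moderation. The arrays lay on 2 slides. Each control condition was present on both, whereas both arrays of EV yeast under zinc were on slide 2 and both of AhPDF1.1b yeast under zinc on slide 1. The effect of AhPDF1.1b under zinc therefore has no within-slide value, and a fit with slide as a block takes the slide difference from the control arrays.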

As previously mentioned, *KAR2* promoter contains the UPRE used in the reporter system, and *HRD1* gene is an UPR-responsive gene, involved in ERAD (ER-associated degradation). *KAR2* and *HRD1* were both found to be upregulated specifically in zinc plus defensin conditions compared to control condition, or to zinc overload alone or to expression of AhPDF1.1b alone (Fig.7D). These data support the synergistic effect of zinc and AhPDF1.1b in triggering the expression of genes known to be involved in the ER quality control system.

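On the arrays, KAR2 (YJL034W), which encodes the Hsp70 chaperone of the ER lumen, had its highest level in yeast expressing AhPDF1.1b under zinc, and rose with each factor alone as well. Its log2 signal was 12.06 ± 0.035 (SD, n = 2) in EV yeast, 12.42 ± 0.11 (SD, n = 2) in AhPDF1.1b yeast, 12.56 ± 0.045 (SD, n = 2) in EV yeast under zinc and 12.85 ± 0.0049 (SD, n = 2) in AhPDF1.1b yeast under zinc. HRD1 (YOL013C), which encodes a ubiquitin ligase of ERAD, was higher in zinc plus AhPDF1.1b than in the other 3 conditions by its log2 signal. This signal was 8.21 ± 0.018 (SD, n = 2), 8.25 ± 0.082 (SD, n = 2), 8.18 ± 0.089 (SD, n = 2) and 8.64 ± 0.032 (SD, n = 2) in the same order.
Compared with EV yeast on control medium, zinc plus AhPDF1.1b raised KAR2 by 0.79 on the log2 scale (SE 0.073, adjusted p = 9.0e-06, limma) and HRD1 by 0.43 (SE 0.073, adjusted p = 0.00066). Compared with zinc alone, the increase was 0.30 for KAR2 (adjusted p = 0.0064) and 0.46 for HRD1 (adjusted p = 0.00052). Compared with AhPDF1.1b alone, it was 0.43 for KAR2 (adjusted p = 0.00079) and 0.39 for HRD1 (adjusted p = 0.0015). Zinc alone raised KAR2 by 0.49 (adjusted p = 0.00017), and AhPDF1.1b alone raised it by 0.36 (adjusted p = 0.019). For HRD1 the change was -0.03 with zinc alone (adjusted p = 0.74) and 0.04 with AhPDF1.1b alone (adjusted p = 0.84). Array values of HRD1 relative to reference genes, which themselves fell, rose with zinc alone (below). The paper's RT-PCR found HRD1 upregulated only with zinc plus AhPDF1.1b.
The interaction, that is the zinc effect in AhPDF1.1b yeast minus the zinc effect in EV yeast, was 0.42 for HRD1 (SE 0.10, adjusted p = 0.010). For KAR2 it was -0.06 (SE 0.10, adjusted p = 0.69). When adjusted over the list of ER quality control genes alone, the p-values of the interaction were 0.0085 for HRD1 and 0.62 for KAR2.
In a fit with slide as a block, the increase over zinc alone was 0.39 for HRD1 (adjusted p = 0.026) and 0.24 for KAR2 (adjusted p = 0.13), and the interaction of HRD1 was 0.35 (adjusted p = 0.096). Within slide 1, zinc plus AhPDF1.1b exceeded AhPDF1.1b alone by 0.35 for KAR2 and 0.33 for HRD1, and exceeded the EV control by 0.82 and 0.41. Within slide 2, the zinc effect in EV yeast was 0.47 for KAR2 and -0.02 for HRD1. The effect of AhPDF1.1b on control medium was 0.47 and 0.26 for KAR2, and 0.08 and -0.01 for HRD1, within slides 1 and 2.
Expressed relative to ACT1 and TUB1, HRD1 rose with zinc alone by 0.37 (adjusted p = 0.0052) and KAR2 by 0.90 (adjusted p = 2.1e-05). The combination then exceeded zinc alone by 0.34 for KAR2 (adjusted p = 0.031) and by 0.49 for HRD1 (adjusted p = 0.0020), and the interaction was 0.30 for HRD1 (adjusted p = 0.15). Which tubulin gene served the RT-PCR is not given in the sources used here. Relative to ACT1 and TUB2, chosen after the data had been seen, zinc alone raised HRD1 by 0.97 (adjusted p = 8.4e-07) and KAR2 by 1.50 (adjusted p = 4.8e-08), and the difference of the combination from zinc alone was -0.17 for KAR2 (adjusted p = 0.13) and -0.0095 for HRD1 (adjusted p = 0.93). The KAR2 increase with AhPDF1.1b alone no longer passed the test without EV control replicate 1 or replicate 2, or without AhPDF1.1b control replicate 2 (highest adjusted p = 0.15).

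**Figure D1:**
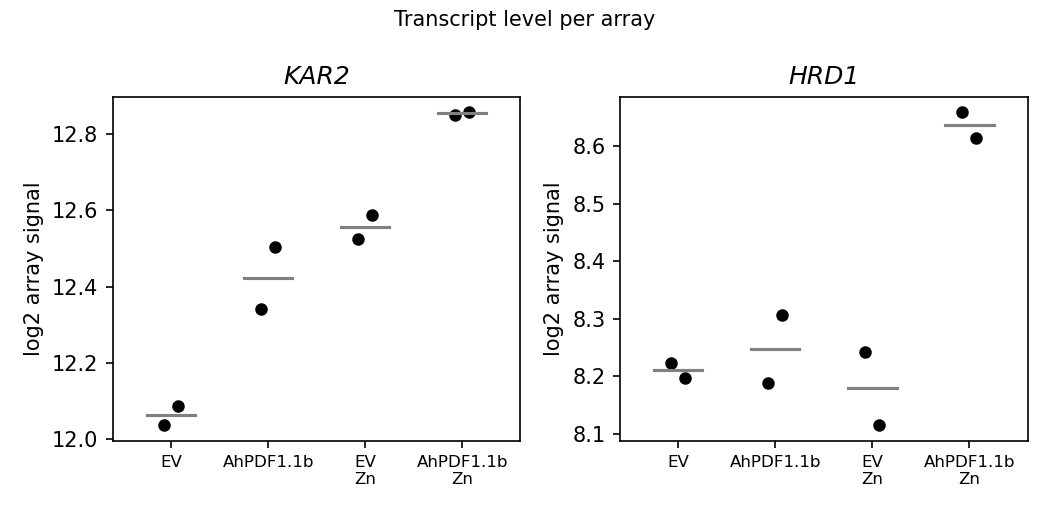
Log2 array signal (vertical axis) of KAR2 and HRD1 in the 4 conditions (horizontal axis). Points are single arrays, 2 per condition, and grey lines are their means, 12.06, 12.42, 12.56 and 12.85 for KAR2 and 8.21, 8.25, 8.18 and 8.64 for HRD1 from left to right; the vertical axes do not start at 0.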

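Across the genes of ER quality control, AhPDF1.1b expression under zinc was accompanied by both increases and decreases. Of 36 genes of ER protein folding and ERAD, 32 were measured. Compared with EV yeast under zinc, 11 rose, 8 fell and 13 did not pass the test (11 and 8 when adjusted over the list alone). The mean log2 fold change was 0.03 and the median 0.11, and the list did not stand apart from other genes (camera, adjusted p = 0.84, and adjusted p = 0.90 with an estimated correlation). The member with the clearest increase was SSM4, a ubiquitin ligase of ERAD, at 0.53 (SE 0.066, adjusted p = 9.6e-05). The clearest decreases were in the Hsp40 co-chaperone gene HLJ1, at -0.84 (SE 0.068, adjusted p = 5.8e-06), in ERO1, the thiol oxidase of disulfide bond formation, at -0.85 (SE 0.092, adjusted p = 3.6e-05), and in USA1, a scaffold of the Hrd1 ligase, at -0.51 (SE 0.067, adjusted p = 0.00013).
Among the 16 measured folding genes, 5 rose and 2 fell (5 and 2 when adjusted over the list alone). Among the 16 ERAD genes, 6 rose and 6 fell (6 and 6 when adjusted over the list alone). In neither list did the mean differ from that of other genes (camera, adjusted p = 0.69 and 0.91). In EV yeast, zinc alone raised 7 and lowered 13 of the 32 ER quality control genes (7 and 13 when adjusted over the list alone). HLJ1 rose by 0.95 and ERO1 by 1.06, whereas the protein disulfide isomerase gene EUG1 fell by 0.98. In AhPDF1.1b yeast, zinc raised 7 and lowered 7 of the 32 (7 and 7 when adjusted over the list alone). Of the 16 folding genes, 1, KAR2, rose and 7 fell (1 and 7 when adjusted over the list alone), with a mean of -0.24 (camera, adjusted p = 0.055, and 0.046 with slide or 0.048 with replicate as a block; adjusted p = 0.19 with an estimated correlation).
The zinc effect differed between AhPDF1.1b yeast and EV yeast for 10 of the 32 genes, being more positive in AhPDF1.1b yeast for 5 and more negative for 5 (5 and 5 when adjusted over the list alone). The mean of the interaction was -0.01 and its median 0.06, of opposite sign (camera, adjusted p = 0.93, and adjusted p = 0.93 with an estimated correlation). The largest single difference was that of ERO1, -1.20 (SE 0.13, adjusted p = 7.9e-05), and the cyclophilin gene CPR5 had one of 0.71 (SE 0.13, adjusted p = 0.0019).
HAC1 (YFL031W), which encodes the transcription factor of the UPR, rose by 0.73 with zinc in EV yeast (SE 0.10, adjusted p = 0.00010). Its zinc effect in AhPDF1.1b yeast was 0.09 (SE 0.10, adjusted p = 0.52), and the interaction was -0.64 (SE 0.14, adjusted p = 0.0059). Whether its probe lies in the exons or in the intron removed by splicing is not given in the sources used here, so the value is not assigned to a spliced or unspliced form. Of 4 genes of UPR signalling, a list too short for camera, HAC1 fell with AhPDF1.1b under zinc by 0.60 and the other 3 did not pass the test (also when adjusted over the list alone).
When slide entered the fit as a block, 7 ER quality control genes rose and 5 fell with AhPDF1.1b under zinc (mean 0.02, adjusted p = 0.89), and the interaction of HAC1 was -0.43 (adjusted p = 0.062). Within slides, the mean zinc effect on the ER quality control genes was -0.05 in AhPDF1.1b yeast and -0.04 in EV yeast, and that on HAC1 was 0.23 and 0.66. The paper, from its RT-PCR values of KAR2 and HRD1 and not of the whole list, reads support for a synergistic effect of zinc and AhPDF1.1b on the expression of genes of ER quality control. It reports that effect first from its UPRE-GFP reporter, which the arrays did not measure.

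**Figure D2:**
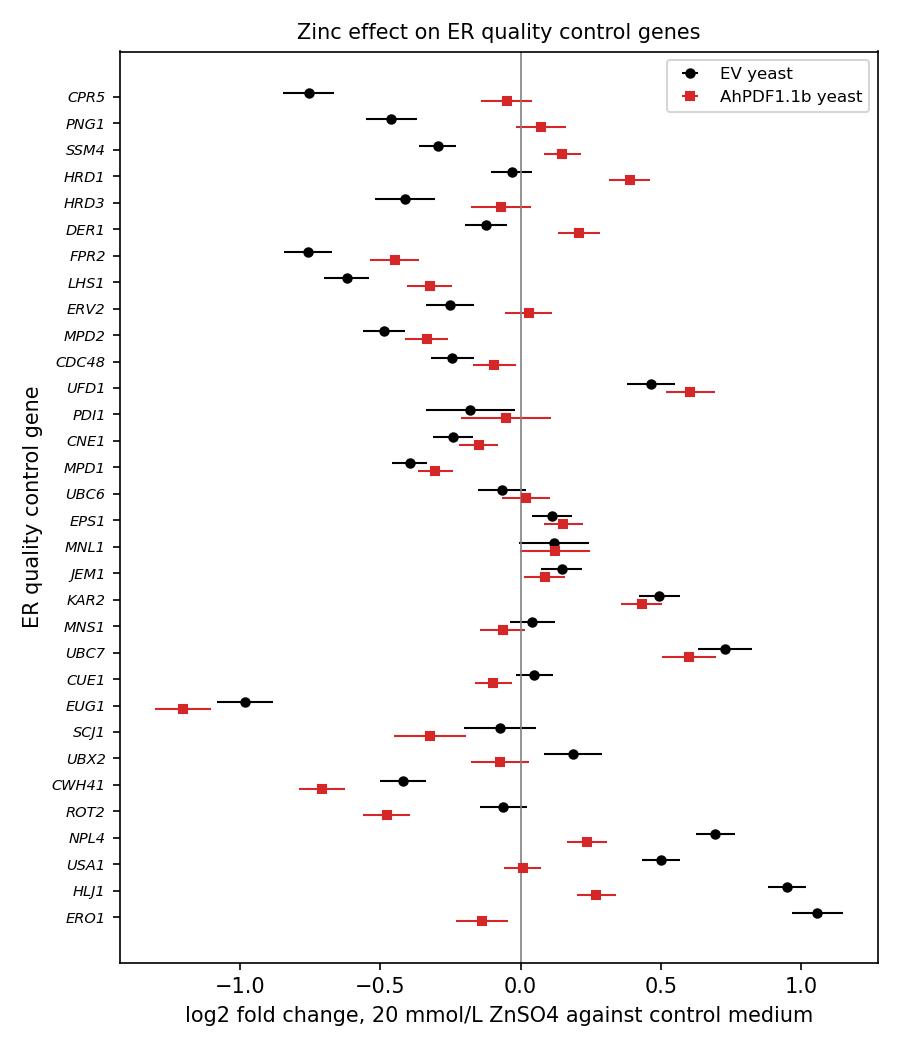
Log2 fold change with 20 mmol/L ZnSO4 (horizontal axis) of the 32 measured ER quality control genes (vertical axis, ordered by the interaction) in EV yeast (black circles) and AhPDF1.1b yeast (red squares). Bars are the standard errors of the fit, with 2 arrays per condition; ERO1 lies at 1.06 in EV yeast and -0.14 in AhPDF1.1b yeast, whereas the values of KAR2, 0.49 and 0.43, lie side by side.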

## Discussion

In the present study, a comprehensive analysis of the different activities of the AhPDF1.1b defensin was conducted through an original approach consisting both (1) in producing recombinant AhPDF1.1b to explore its various roles when added externally and (2) in expressing AhPDF1.1b in yeast to confer zinc tolerance. AhPDF1.1b had been previously shown not to be secreted when it is expressed in yeast (Oomen et al. 2011) and thereby the second point deals with a bioactivity exerted from the inside of the cells, which is quite new for a defensin study. With this experimental design, we could demonstrate that AhPDF1.1b has quite divergent bioactivities depending on its localization: applied exogenously or expressed and retained inside the cell.

### Recombinant AhPDF1.1b is a toxin when applied exogenously

All the 12 3D structures of plant defensins available in the RCSB Protein Data Bank (http://www.rcsb.org/pdb/home/home.do) harbor a globular cysteine-stabilized *α*-helix *β*-sheet (CS*αβ*) structure with four disulfide bonds (Cornet et al. 1995). All these defensins which are extracted from plant tissues (seeds or flowers) are fully oxidized and their 3D structures have been solved in this conformation. Although they show a great variability in protein sequence, their 3D structure is highly conserved and gives them a highly resistant scaffold (Gachomo et al. 2012). To obtain a native-like folded recombinant defensin, we chose the *Pichia* production system. Indeed, *E. coli* and *P. pastoris* are quite different expression systems that produce denatured or fully oxidized folded defensin, respectively. When produced in *E. coli*, the recombinant AhPDF1.1b is not soluble and must be extracted with a chaotropic agent (guanidinium chloride) from the inclusion bodies (Marquès et al. 2009). A renaturation step is then required to obtain the folded protein. This step is nonspecific and leads to various conformations of the protein. In contrast, in the eukaryotic organism *P. pastoris*, in vivo processing and folding of the recombinant protein occur and produce a secreted oxidized/folded protein with the expected four disulfide bonds. The fully oxidized recombinant AhPDF1.1b obtained through *Pichia* production is a canonical antifungal plant defensin quite similar to RsAFP2 (identity 90.2%; similarity 98%). AhPDF1.1b clusters with all the *Brassicaceae* defensins in the group 9 of the phylogenetic classification recently published (van der Weerden and Anderson 2013). We showed in the present study that it is a morphogenic antifungal defensin such as RsAFP2 and almost all the defensins from this group. This result confirms the conclusion of van der Weerden's study on the interest of such a clustering for the prediction of some defensin properties according to their phylogenetic group.

We then asked if AhPDF1.1b could inhibit the root growth as the MsDef1 and Mtdef2 defensins do (Allen et al. 2008). These defensins are classified into the group 10 of van der Werdeen's clustering, thus in another phylogenetic group but rather close to group 9. We found exactly the same property for AhPDF1.1b as for the MsDef1 and MtDef2 defensins. It thus appears that plant defensins from different phylogenetic groups are active against plant cells themselves exerting a toxic action on their development. Until now, only a toxic action on fungal cells was generally considered. When a recombinant defensin is produced and applied externally to fungal or plant cells it thus behaves as a toxin. This is a quite important result to keep in mind if plant defensins are to be used as antifungal agents.

### AhPDF1.1b expressed in yeast cell confers zinc tolerance by triggering an adaptive response in the ER

We previously showed that the expression of AhPDF1.1b in yeast and plant cells confers a tolerance to zinc overload (Mirouze et al. 2006; Shahzad et al. 2013). This phenotype was quite unexpected since it was the first time that a defensin was described not only as a toxin but also as a positive factor on growth. This zinc tolerance phenotype was described in yeast on solid plate and was not detected in liquid culture. In the present study, we tried to characterize more accurately this phenotype in yeast and we showed that the defensin expression actually increases the growth rate of yeast. The further characterization of the zinc tolerance thanks to the use of the *zrc1* mutant in the “zinc shock” protocol (MacDiarmid et al. 2003) revealed that AhPDF1.1b was able to confer tolerance to zinc to the *zrc1* mutant in liquid culture. ZRC1 is the main tonoplastic zinc transporter involved in the loading of the vacuole (MacDiarmid et al. 2002) and as such, it is essential to overcoming the zinc shock (the zinc shock is anyway not possible in the wild-type yeast with a functional ZRC1). This result prompted us to hypothesize that AhPDF1.1b was able to counteract a cytoplasmic zinc overload without the involvement of the buffering action of the vacuole. The protection of the cell mediated by AhPDF1.1b could, therefore, occur through another mechanism.

To understand the mode of action of AhPDF1.1b in zinc tolerance, one key point is the localization of the defensin when it is expressed in yeast. We previously showed that AhPDF1.1b expressed in yeast or in leaves is not secreted but accumulated in internal compartments (Oomen et al. 2011). AhPDF1.1b is targeted to the secretory pathway via the ER, but it does not follow the entire route to the plasma membrane and is retained inside the cell. We found here that if AhPDF1.1b is artificially retained in the ER by a KDEL sequence, the zinc tolerance phenotype is conserved. On the other hand, we tested various oxidizing treatments and we found that AhPDF1.1b expression only confers a tolerance to the diamide treatment. Diamide is a disulfide-stress agent known to interfere specifically with protein folding in the ER (Leichert et al. 2003). AhPDF1.1b can thus exert its beneficial action as soon as it is in the ER. This finding is quite important since there is a growing consensus to forward the idea that unexpected activities must exist for defensins inside the organisms that produce them.

Zinc is an essential element for ER function (Ellis et al. 2004). Zinc deficiency was shown to trigger an ER-stress and the UPR in yeast (North et al. 2012). However, nothing is known for zinc overload. All our data prompted us to explore the role of the cysteine-rich AhPDF1.1b on ER-stress during zinc overload. By using an UPRE-GFP reporter system, we found a synergistic effect of AhPDF1.1b expression and zinc overload in triggering the UPRE-driven expression of GFP. This response was abolished in the mutated C15A-C36A AhPDF1.1b showing that these cysteines were important for this activity. The spliced form of *HAC1*, which is the transcription factor driving the UPRE*,* was detected during zinc overload but the synergistic effect of zinc and defensin expression was not clearly observed and the splicing was always partial. Usually, *HAC1* splicing is a transient phenomenon studied in liquid culture. In our conditions on agar plates, it is possible that we did not pick the optimal time to observe differences in splicing. Consistent with the results obtained with the GFP-reporter system, a synergistic effect of the AhPDF1.1b expression and zinc overload was observed on the expression levels of *KAR2* and *HRD1* which are two Hac1-target genes. Our data thus argue in favor of the occurrence of an adaptive response of yeast expressing AhPDF1.1b that leads to improve the cell fitness during the zinc overload. Overall these results suggest that AhPDF1.1b could contribute to the protein quality control to mitigate ER-stress. We hypothesize that inside the ER, the AhPDF1.1b defensin, through its numerous cysteines, could interfere with zinc homeostasis and/or protein folding. It could be that the protein is not fully oxidized in this compartment and directly interact with zinc itself or with some zinc-requiring protein. Recently an interaction between zinc and a mammal defensin has been reported (Zhang et al. 2013). We are currently exploring this hypothesis by studying the redox status of the different disulfide bridges of AhPDF1.1b to know if they could be reduced in the ER and interact with zinc homeostasis of this compartment.

## Conclusion

When defensins are released from the cell they are found fully oxidized and are toxic to both fungal and plant cells altering both growth and development. Although these activities of plant defensins have been well known for a long time, the mode of action is still unclear and probably not unique (Maroti et al. 2011; Munoz et al. 2014). Up to now, very little is known about the role of defensins inside the organisms that produce them. We showed in this study that plant defensins when they are retained inside the cell are no more toxic but instead can improve stress tolerance. AhPDF1.1b seems to play a role in ER-stress and improve cellular adaptive response to zinc overload. Overall these results provide a better understanding of the role of plant defensins, these multifunctional proteins which are under an active divergent selection, highly duplicated in genomes, and on which we have still a lot to discover.

## Supporting Information

**Data S1** Codon optimization of AhPDF1.1b sequence by SOEing PCR-based method (Vallejo et al.1994). **Data S2** SDS-PAGE and western-blot and Maldi-TOF analyses. **Data S3** List of the primers used for the replacement of Cys15 and Cys36 codons in alanine codon. **Table S1** List of the primers used in RT-PCR and real-time RT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

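Total RNA of BY4741 yeast with or without AhPDF1.1b expression from pYX212, grown on solid medium without added zinc or with 20 mmol/L ZnSO4, was analysed on 8 one-colour Agilent yeast arrays, 2 biological replicates for each of 4 conditions. The conditions were taken from the sample labels, which give the strain, the AhPDF1.1b construct and the zinc dose of the paper. All samples also carried the empty pFL38H vector. The labels do not name a vector in place of pYX212 in the yeast without AhPDF1.1b, called EV yeast here by inference from growth without uracil and from its URA3 signal. The values deposited by the authors are on a log2 scale, with 1 value per probe and array and no pooling of replicates. The submitters' processing notes name R 2.14.2 and limma. The background correction, the normalization method and any filter are not given in the sources used here. The nearly identical quantiles of the arrays show that the values had been normalized between arrays.
Probes were named from the annotation table of the array, and 125 older symbols were updated through the RefSeq gene table of the R64 assembly, which was used for names only. Of 6227 probes, 4061 had 1 symbol, none had several and 2166 were unnamed. The 2 probes of FDH2 were averaged on the log2 scale, which left 6226 genes, 4060 of them named. Probe sequences were not used here, so similar genes such as the THI5 family or ENO1 and ENO2 were not told apart. No coordinates are given.
The 8 arrays were fitted together in limma 3.58.1 (R 4.3.3) with 4 condition means (lmFit and eBayes, 4 residual and 6.36 prior degrees of freedom), so that all conditions share one estimate of the spread. There were 6 comparisons: zinc in EV yeast, zinc in AhPDF1.1b yeast, AhPDF1.1b on control medium, AhPDF1.1b under zinc, zinc plus AhPDF1.1b against the EV control, and the interaction. P-values were adjusted over all genes by Benjamini-Hochberg in each comparison, with a threshold of 0.05, and no minimum fold change was applied. The steps were tested on simulated data with the mean levels of the real genes and their spreads, shuffled among genes. The noise was normal and independent, and 100 genes were changed by each size, only in AhPDF1.1b yeast under zinc. The shares that follow check the steps and are not estimates for the real comparisons, in which far more genes passed. For AhPDF1.1b under zinc, 72% of simulated log2 changes of 0.5 and 96% of those of 1 were recovered among 6226 genes, with 15 false calls. For the interaction these shares were 48% and 88%, with 6 false calls.
Gene lists were written before the data were examined, as were the comparisons, the alternatives set out for the processing and the rule for naming genes. That rule takes the genes the paper names and the strain and plasmid markers whatever their values. It adds the 10 largest increases and decreases that pass the test in each of the 4 single-factor comparisons, where the 2 conditions do not overlap, and the 10 largest of each sign in the interaction. From a list described it takes up to 4 members with the smallest p. Members of the sets used to test an explanation are given only as a median and range. In each comparison 32 lists with at least 5 measured genes were tested with camera at a preset correlation of 0.01, adjusted over the lists, beside camera with an estimated correlation and fry. Over all comparisons 83 lists passed with the preset correlation. With an estimated correlation none passed, the lowest adjusted p being 0.063, and 80 of the 83 passed with fry, which tests whether a list moves on balance one way and does not compare it with other genes.
The slide was taken from the sample labels. A term for slide passed at an adjusted p for 0 genes (104 at an unadjusted p under 0.05) in limma. This term rests on the control arrays, whose deviations on the same slide correlated at -0.34 between the 2 conditions. It therefore cannot show whether slide affected the zinc arrays. Values with slide as a block and differences within each slide stand beside the results. The alternatives were quantile normalization, centring on the median, leaving out the dimmest 25% of genes, slide or replicate as a block, an intensity trend with robust moderation, array weights, the probe with the highest mean, only the arrays compared, a minimum log2 fold change of 1, values of KAR2 and HRD1 relative to ACT1 and TUB1, and leaving out each array in turn. The paper names ACTIN and TUBULIN as reference genes and which tubulin gene was used is not given in the sources used here. ACT1 and TUB1 were taken for them beforehand, and ACT1 and TUB2 were added after the data had been seen, since TUB2 changed in another way.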

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

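Of the tests in this part, that of the other pyrimidine genes was set before its result was seen, and those of slide, of a zinc response scaled alike and of the other a-specific genes were chosen after the results they address had been seen.

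The paper's text does not report on the array data, in which a large part of the genome responded to zinc and to AhPDF1.1b. Zinc changed 3695 of 6226 genes in EV yeast (1732 rose and 1963 fell, limma) and 2851 in AhPDF1.1b yeast (1356 rose and 1495 fell). AhPDF1.1b changed 352 genes on control medium (187 rose and 165 fell) and 3037 under zinc (1667 rose and 1370 fell). Zinc plus AhPDF1.1b changed 3215 genes compared with the EV control (1529 rose and 1686 fell). Among changes of at least 1 on the log2 scale the balance was the opposite in each comparison. It was 266 up and 191 down for zinc in EV yeast, 135 and 79 for zinc in AhPDF1.1b yeast, 1 and 9 for AhPDF1.1b on control medium, 42 and 141 for AhPDF1.1b under zinc, and 195 and 98 for zinc plus AhPDF1.1b against the EV control. In the fit with slide as a block the counts of all changed genes were 3339, 2366, 271, 1755 and 2777 in the same order. The count for AhPDF1.1b on control medium rests on few arrays: it was 94 (41 up and 53 down) without EV control replicate 1, 98 (39 up and 59 down) without EV control replicate 2, 206 without AhPDF1.1b control replicate 1 and 220 without AhPDF1.1b control replicate 2.

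The zinc effect differed between AhPDF1.1b yeast and EV yeast for 2095 genes by the test of the interaction. By its estimates, it had the same sign and was smaller in AhPDF1.1b yeast for 932 of them, the same sign and larger for 261, and opposite signs for 902. These signs were counted whether or not either zinc effect passed the test, so the 902 are not all reversals. A difference between slides that is alike in all conditions is argued against as the whole cause by the fit with slide as a block, in which 1258 genes still passed. That fit takes the slide difference from the control arrays. A slide effect on the zinc arrays only cannot be told apart from the interaction. A zinc response scaled down alike in all genes is argued against by the genes changed by zinc in both: 1933 moved in the same direction but 214, or 9.97%, in opposite directions. A biological difference in the zinc response of yeast expressing AhPDF1.1b remains a hypothesis, found and tested on the same arrays, and a difference in growth rate between the cultures, collected at the same colony size, was not tested and stays open.

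In 13 lists the mean zinc effect differed between the 2 yeasts (camera with the preset correlation). The mean difference, AhPDF1.1b yeast minus EV yeast, was -0.94 for glycolysis and fermentation, -0.61 for sulfur assimilation and methionine, -0.27 for the Aft1 iron regulon and -0.24 for Gcn4 amino acid synthesis. It was 0.60 for inositol and phospholipid synthesis, 0.56 for ergosterol synthesis, 0.53 for the Msn2/4 general stress genes, 0.46 for the anaerobic cell wall and hypoxia genes, 0.41 for the TCA cycle, 0.40 for ribosomal proteins, 0.25 for the proteasome, 0.23 for ER to Golgi transport and 0.22 for the respiratory chain. None of them passed with an estimated correlation, the lowest being adjusted p = 0.094 with an estimated correlation. With slide as a block the respiratory chain (mean 0.20, adjusted p = 0.050) and ER to Golgi transport (mean 0.20, adjusted p = 0.088) no longer passed. Leaving out single arrays ended the call of ER to Golgi transport in 5 of 8 cases (highest adjusted p = 0.12), that of Gcn4 amino acid synthesis in 4 (0.11) and that of the respiratory chain in 2 (0.064).

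Among genes the paper or the vectors name, the zinc effect differed for HRD1 by 0.42, HAC1 by -0.64, ZRC1 by -0.40, the tubulin gene TUB2 by 0.79, TPI1 by -0.52, PGK1 by -1.07 and HIS3 by -0.51. With slide as a block HRD1 (0.35, adjusted p = 0.096), HAC1 (-0.43, adjusted p = 0.062), ZRC1 (-0.30, adjusted p = 0.23) and HIS3 (-0.37, adjusted p = 0.092) no longer passed. ZRC1 also failed the test when any 1 of 7 of the 8 arrays was left out. The 10 largest positive differences were those of TIR3 (1.85), CIS3 (1.84), DSE4 (1.69), EGT2 (1.61), ZPS1 (1.59), HXT4 (1.59), PHO84 (1.58), ASC1 (1.58), SUC2 (1.56) and GSY1 (1.45). The 10 largest negative ones were those of INM1 (-3.67), PCL10 (-3.48), THI4 (-3.40), MEP2 (-2.88), AMD2 (-2.88), URH1 (-2.88), FCY22 (-2.77), GPP2 (-2.68), ENO2 (-2.61) and FRM2 (-2.48). THI4, of thiamine synthesis, had an adjusted p of 1.4e-08. Within slides its zinc effect was -3.56 in AhPDF1.1b yeast and -0.14 in EV yeast, and that of INM1 was 0.98 and 4.64. Other thiamine genes fell with zinc in both yeasts. In the same order, the effects were -3.68 and -4.76 for THI5, -3.51 and -4.34 for THI11, and -3.63 and -4.57 for THI12. The probes of these near-identical genes were not told apart.

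URA3, the marker of pYX212, had one of the largest decreases on control medium in yeast expressing AhPDF1.1b. The log2 signal was 15.45 ± 0.072 (SD, n = 2) in EV yeast and 14.32 ± 0.24 (SD, n = 2) in AhPDF1.1b yeast, a log2 fold change of -1.12 (SE 0.10, adjusted p = 0.00025), and it fell by 1.12 under zinc as well (adjusted p = 1.4e-05). On control medium, a lower level of the pyrimidine pathway as a whole is argued against by the other 7 genes of the pathway, with a median change of 0.11 (from -0.28 to 0.33); under zinc these ranged from -1.35 to 1.13, and the explanation was not tested there. A difference between slides is argued against by the within-slide differences on control medium, -0.91 and -1.34. Under zinc the URA3 signals of EV yeast, 15.56 and 15.64, were the highest of their arrays, so the difference under zinc may be understated; on control medium they were not. A different copy number of the plasmids with URA3 was not tested and stays open. The labels do not name the vector of EV yeast, inferred here to be pYX212, so a difference between vectors was not tested and stays open as well.

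STE2, the alpha-factor receptor gene of a cells, had the largest increase with AhPDF1.1b on control medium, 1.66 (SE 0.10, adjusted p = 3.4e-05). The other 5 a-specific genes had a median change of -0.12 (from -0.19 to 0.09), which argues against a rise of all a-specific genes. The differences within slides were 1.57 and 1.76, which argues against a slide effect. A change specific to STE2 remains a hypothesis, and its cause was not tested.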

How the results depend on the processing

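The alternatives for the counts, KAR2, HRD1 and the ER quality control genes were set before the data were examined, and their use for the other named genes and lists was added afterwards. Quantile normalization, centring, the intensity trend, array weights, leaving out dim genes, the replicate block and fitting only the arrays compared moved the counts little, most of all for AhPDF1.1b on control medium (272 to 364), and moved none of their splits of increases against decreases by over 10 percentage points. With a minimum log2 fold change of 1 the counts were 457 for zinc in EV yeast (266 up and 191 down), 214 for zinc in AhPDF1.1b yeast (135 and 79), 10 for AhPDF1.1b on control medium (1 and 9), 183 for AhPDF1.1b under zinc (42 and 141), 293 for zinc plus AhPDF1.1b against the EV control (195 and 98) and 246 for the interaction (71 and 175). In all 6 comparisons the side with more genes was then the opposite one. A block for slide gave 1755 for AhPDF1.1b under zinc and 1258 for the interaction, comparisons whose slide difference comes from the control arrays alone. The interaction was then positive for 600 genes and negative for 658, against 1100 and 995 in the main fit. Its balance also turned to the negative side without EV control replicate 2. Leaving out 1 array at a time gave 94 to 332 genes for AhPDF1.1b on control medium, with more decreases than increases without EV control replicate 1 (41 up and 53 down), EV control replicate 2 (39 and 59) or AhPDF1.1b control replicate 1 (102 and 104); an arm with 1 array left is assumed to vary like the other conditions.

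Under zinc, the KAR2 difference was 0.24 with slide as a block (adjusted p = 0.13), within a range over the alternatives set beforehand of 0.24 to 0.34, and that of HRD1 passed in all of these, at 0.39 to 0.52. The HRD1 interaction was 0.35 with slide as a block (adjusted p = 0.096) and 0.30 relative to ACT1 and TUB1 (adjusted p = 0.15), and passed under the others set beforehand. The KAR2 interaction ranged from -0.14 to 0.019 over the arrays left out, positive only without AhPDF1.1b control replicate 2, and the mean interaction of the ER quality control genes from -0.019 to 0.0054; it was 0.00096 with centred arrays. Neither the KAR2 interaction nor that of the list passed under any of these. With ACT1 and TUB2 as references, chosen after the data had been seen, the difference under zinc was -0.17 for KAR2 and -0.0095 for HRD1, which did not pass, and the interaction was -0.58 for KAR2 (adjusted p = 0.0033) and -0.10 for HRD1 (adjusted p = 0.49), since TUB2 itself was higher by 0.72 with AhPDF1.1b under zinc. The change of HRD1 with zinc alone, -0.03 in the main fit, did not pass there. HRD1 rose by 0.37 relative to ACT1 and TUB1 and by 0.97 relative to ACT1 and TUB2, references that themselves fell with zinc alone.

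Of 626 calls for single genes and 83 for lists, none changed direction under the alternatives run for all genes and lists. All of these calls had passed in the main fit, and the alternatives reuse its arrays, so a change of direction was unlikely beforehand. The alternatives run for all do not include the values relative to reference genes, computed for KAR2 and HRD1 only. With ACT1 and TUB2, those values turned both differences under zinc and the HRD1 interaction negative, none of which passed. Leaving out 1 array ended 13 to 41 and 1 to 4 of them. Slide as a block ended 35 and 3 of them, and an estimated correlation ended all 83 list calls. The replicate numbers as given did not pair the samples in all conditions. Deviations of same-numbered arrays correlated at 0.54 (EV control and EV zinc), 0.34 (EV control and AhPDF1.1b control) and 0.085 (EV zinc and AhPDF1.1b control). Those of AhPDF1.1b zinc correlated at -0.53 with EV control, -0.30 with EV zinc and -0.40 with AhPDF1.1b control. With the numbers of AhPDF1.1b zinc exchanged, all these correlations would be positive, so a factor shared across conditions stays open. That pairing was not fitted, and the block for replicate, which uses the numbers as given, does not test it. With replicate as a block the counts of changed genes were 3593, 2739, 279, 2916, 3102 and 1933, in the order of the comparisons above, and 11 gene calls and 0 list calls ended. For 111 probes, all 8 values lay at or under the 5.79 of the deleted genes.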

Differences from the paper's values

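The array fits were set before the data were examined, whereas the levels in Fig. 7D were read by eye afterwards, values relative to ACT1 and TUB1 were extended afterwards from the comparison with zinc alone and the interaction to the others, and values relative to ACT1 and TUB2 were chosen afterwards. The arrays (n = 2) and the RT-PCR (n = 3, standard errors) are different assays. A fold is counted as different where the gap exceeds the larger error and the folds differ by over 1.5 times.

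For KAR2 in zinc plus AhPDF1.1b over the EV control, the paper's fold is about 3.3 in Fig. 7D, read by eye, and the array fold was 1.73. Relative to ACT1 and TUB1 the array fold was 2.35, which is not counted as different; under every other alternative except ACT1 and TUB2 the folds differ. For KAR2 over AhPDF1.1b alone, the paper's fold is about 2.3 in Fig. 7D, read by eye, and the array fold was 1.35; relative to ACT1 and TUB1 (1.63) or without AhPDF1.1b control replicate 2 (1.43) they are not counted as different, and under the other alternatives except ACT1 and TUB2 they are.

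For HRD1 over zinc alone, the paper's fold is about 2.2 in Fig. 7D, read by eye, and the array fold was 1.37, and they differ under every alternative (1.31 to 1.44, and 0.993 relative to ACT1 and TUB2). For HRD1 over AhPDF1.1b alone, the paper's fold is about 2.0 in Fig. 7D, read by eye, and the array fold was 1.31; relative to ACT1 and TUB1 (1.59) or without AhPDF1.1b control replicate 2 (1.36) they are not counted as different, and under the other alternatives except ACT1 and TUB2 they are.

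The paper states that KAR2 and HRD1 were both upregulated specifically with zinc plus AhPDF1.1b, and calls the effect synergistic. It reports synergy first from its UPRE-GFP reporter, which the arrays did not measure. In Fig. 7D, read by eye, the combination had KAR2 folds of about 3.3 over the EV control, 1.9 over zinc alone and 2.3 over AhPDF1.1b alone. The KAR2 level there with each factor alone thus also lay above the EV control, by means only. The interaction given here is on the log2 scale. On the arrays KAR2 and HRD1 were both highest in the combination and exceeded each of the other 3 conditions in the main fit. The increase of KAR2 over zinc alone did not pass with slide as a block (0.24, adjusted p = 0.13), and the arrays of these conditions lay on different slides. Relative to ACT1 and TUB1, the references set beforehand, the increases over zinc alone passed for KAR2 (0.34, adjusted p = 0.031) and HRD1 (0.49, adjusted p = 0.0020), whereas relative to ACT1 and TUB2 they were absent for both genes. The change of HRD1 with zinc alone did not pass in the main fit (-0.03, adjusted p = 0.74), but HRD1 rose by 0.37 relative to ACT1 and TUB1 (adjusted p = 0.0052) and by 0.97 relative to ACT1 and TUB2 (adjusted p = 8.4e-07). For HRD1 the interaction was 0.42 (adjusted p = 0.010), but it did not pass with slide as a block (0.35, adjusted p = 0.096), relative to ACT1 and TUB1 (0.30, adjusted p = 0.15) or relative to ACT1 and TUB2 (-0.10, adjusted p = 0.49). For KAR2 it was -0.06 (adjusted p = 0.69), and KAR2 rose with zinc alone by 0.49 (adjusted p = 0.00017) and with AhPDF1.1b alone by 0.36 (adjusted p = 0.019). The rise with AhPDF1.1b alone did not pass without EV control replicate 1 or replicate 2, or without AhPDF1.1b control replicate 2 (highest adjusted p = 0.15). Relative to ACT1 and TUB1, the interaction of KAR2 was -0.19 (adjusted p = 0.44), and relative to ACT1 and TUB2 it was -0.58 (adjusted p = 0.0033), a smaller zinc effect in AhPDF1.1b yeast.

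Which tubulin gene was a reference is not given in the sources used here. With zinc in EV yeast the change was -0.53 for ACT1 (adjusted p = 0.0012), -0.27 for TUB1 (adjusted p = 0.0061) and -1.47 for TUB2 (adjusted p = 6.1e-08). With ACT1 and TUB2 as references, the fold over zinc alone was 0.890 for KAR2 and 0.993 for HRD1, both counted as different from the paper's, about 1.9 and about 2.2 in Fig. 7D, read by eye. The folds over AhPDF1.1b alone were then 1.88 and 1.82, and those over the EV control 2.51 and 1.95, which are not counted as different.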

Other observations

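The gene lists in this part were set before the data were examined, and the comparison of the zinc responses across genes was chosen afterwards. P-values of lists are from camera with the preset correlation. None of the lists passed with an estimated correlation in any comparison, the lowest per comparison lying between adjusted p = 0.063 and adjusted p = 0.10 with an estimated correlation. Counts of members are over all genes, with those adjusted over the list alone in brackets. Some list calls were lost when a single array or the dimmest genes were left out, and not each of these is marked below.

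In EV yeast, zinc lowered the Zap1 regulon as a list and raised the genes of iron uptake and sulfate assimilation. Of 10 measured genes of the Zap1 regulon, which is active in zinc-limited cells, 6 fell and 2 rose (6 and 2 adjusted over the list alone; mean -1.07, adjusted p = 0.029), among them the zinc transporter genes ZRT1 (-3.72) and ZRT2 (-1.77) and ZPS1 (-3.93). The list of zinc transport genes did not pass, with 3 of 9 up and 3 down (3 and 3; mean -0.36, median 0.017, of opposite sign, adjusted p = 0.97). Of 24 genes of the Aft1 iron regulon, 21 rose and 1 fell (21 and 1; mean 1.18, adjusted p = 9.3e-10), among them the siderophore-binding genes FIT3 (2.78) and FIT2 (2.19). Of 22 genes of sulfur assimilation and methionine synthesis, 19 rose and 0 fell (19 and 1; mean 1.13, adjusted p = 2.0e-09), with MET16 at 2.39. Cytosolic heat shock genes (mean 0.64, adjusted p = 0.00041), cell wall genes (0.59, adjusted p = 0.0054), glycolysis (0.47, adjusted p = 0.0054) and sphingolipid metabolism (0.29, adjusted p = 0.029) were higher as lists. Ribosomal proteins (-0.49, with 6 of 129 up and 95 down, adjusted p = 1.0e-10), ribosome biogenesis (-0.56, adjusted p = 6.1e-06), the respiratory chain (-0.73, adjusted p = 1.6e-07), the TCA cycle (-0.70, adjusted p = 0.00019), inositol and phospholipid synthesis (-0.71, adjusted p = 0.0017), the vacuolar ATPase (-0.48, adjusted p = 0.0018) and ergosterol synthesis (-0.39, adjusted p = 0.020) were lower. Lower as well were ER translocation (mean -0.48, 0 of 14 up and 12 down, adjusted p = 0.0013), N-glycosylation (-0.44, 0 of 20 up and 15 down, adjusted p = 0.00049) and ER to Golgi transport (-0.35, 2 of 22 up and 15 down, adjusted p = 0.0048). Of the other lists of the ER, protein folding (-0.21, adjusted p = 0.16), ER-associated degradation (0.13, adjusted p = 0.41) and ER quality control as a whole (-0.04, adjusted p = 0.72) did not pass. The largest single increases were in INM1 (4.66), MCH5 (4.05), PCL10 (3.58) and the glucose transporter gene HXT1 (3.50). The largest decreases were in the near-identical thiamine genes THI5 (-4.76), THI12 (-4.60) and THI11 (-4.39), whose probes were not told apart.

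In AhPDF1.1b yeast under zinc, compared with EV yeast under zinc, glycolysis and fermentation genes were lower, with 0 of 16 up and 14 down (0 and 14 adjusted over the list alone, mean -0.94, adjusted p = 7.2e-08). Among them were the enolase genes ENO2 (-2.57) and ENO1 (-2.08), which are close in sequence and whose probes were not tested for cross-hybridisation. Ergosterol synthesis was higher (19 of 23 up and 1 down, 19 and 1 over the list alone, mean 0.51, adjusted p = 2.7e-05), with ERG25 at 1.20 and ERG3 at 1.04. So was inositol and phospholipid synthesis (mean 0.44, adjusted p = 0.013), with OPI3 at 1.43. Ribosomal proteins were higher by 0.33 (87 of 129 up and 7 down, adjusted p = 7.7e-09), the respiratory chain by 0.39 (adjusted p = 5.1e-05), the TCA cycle by 0.47 (adjusted p = 0.0020), the proteasome by 0.21 (adjusted p = 0.016) and the anaerobic cell wall genes by 0.45 (adjusted p = 0.031), with TIR3 at 1.82. Whether the higher growth rate that the paper reports for this yeast under zinc plays a part in these lists was not tested. Sulfur assimilation was lower, with a mean of -0.32 (adjusted p = 0.0053), with MET16 at -1.21. The Zap1 regulon (-0.07, adjusted p = 0.84), the Aft1 regulon (-0.03, adjusted p = 0.78) and cytosolic heat shock genes (mean -0.0067, median 0.17, of opposite sign, adjusted p = 0.80) did not pass. Single large decreases were those of THI4 (-3.79) and INM1 (-3.51), and the largest increase was that of the glucose transporter gene HXT4 (2.08). When slide was a block, the proteasome (mean 0.17, adjusted p = 0.077) no longer passed. That block rests on the control arrays, and the arrays compared here lay on different slides. A slide effect on the zinc arrays therefore cannot be told apart from an effect of AhPDF1.1b. Within slides, the mean zinc effect on glycolysis was -0.44 in AhPDF1.1b yeast and 0.47 in EV yeast, and that on ergosterol synthesis 0.15 and -0.38.

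In AhPDF1.1b yeast, zinc also lowered the Zap1 regulon (mean -0.84, adjusted p = 0.00044) and raised the Aft1 regulon (0.91, adjusted p = 4.2e-10), sulfur assimilation (0.52, adjusted p = 7.2e-07) and cytosolic heat shock genes (0.53, adjusted p = 7.2e-07). ER translocation (-0.37, 0 of 14 up and 11 down, adjusted p = 0.0012) and N-glycosylation (-0.28, 0 of 20 up and 14 down, adjusted p = 0.0014) were lower as in EV yeast, as were the respiratory chain (-0.51), ribosome biogenesis (-0.42) and the vacuolar ATPase (-0.34), and the cell wall genes were higher (0.63). Glycolysis was lower, with a mean of -0.47 (adjusted p = 0.0017), and so was Gcn4 amino acid synthesis (-0.43, adjusted p = 0.00076). The anaerobic cell wall and hypoxia genes (0.52), the PHO phosphate regulon (0.49), hexose transport (0.48), the Msn2/4 general stress genes (0.26) and the proteasome (0.16) were higher and passed, the proteasome not without AhPDF1.1b zinc replicate 2 (adjusted p = 0.13). ER protein folding (-0.24, adjusted p = 0.055) did not pass in the main fit but did with slide or replicate as a block (adjusted p = 0.046 and 0.048), and ER-associated degradation (0.14, adjusted p = 0.11) and ER to Golgi transport (-0.12, adjusted p = 0.14) did not pass. The mean of ribosomal proteins was -0.09 (adjusted p = 0.097). Across the 6226 genes, the zinc effects in the 2 yeasts, which share no array, correlated with r = 0.65 (Spearman's rho 0.61), and their standard deviation was 0.60 in EV yeast and 0.43 in AhPDF1.1b yeast. Genes are not independent replicates, and no p-value is given.

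On control medium, AhPDF1.1b alone lowered the Msn2/4 general stress genes (0 of 19 up and 9 down, 0 and 12 over the list alone; mean -0.37, adjusted p = 4.6e-10), among them PGM2 (-0.91) and GPH1 (-0.78), and the PHO phosphate regulon (mean -0.29, adjusted p = 4.6e-05), with PHO89 at -1.23 and PHO84 at -1.16. The Zap1 regulon had a mean of -0.29 (adjusted p = 0.00014), with ZPS1 at -1.23 and ZRT1 at -0.73. With slide as a block, 0 of its members rose and only 2 fell. Sulfur assimilation (0.29, 9 of 22 up and 0 down, 16 and 0 over the list alone, adjusted p = 4.6e-10), the Aft1 regulon (0.25, adjusted p = 4.7e-09) and Gcn4 amino acid synthesis (0.25, adjusted p = 5.1e-08) were higher. Smaller shifts that passed were those of the respiratory chain (0.17), cytosolic heat shock genes (0.11), ribosomal proteins (-0.07), inositol and phospholipid synthesis (-0.16) and ribosome biogenesis (-0.17). Within slides, the mean of sulfur assimilation was 0.31 and 0.27, and that of the Aft1 regulon 0.23 and 0.27.

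Markers of cell types were followed as well. The 6 a mating type genes, which mark the mating type of the strain itself, all fell with zinc in EV yeast (mean -1.83, adjusted p = 9.4e-05) and in AhPDF1.1b yeast (mean -1.97, adjusted p = 7.9e-07). Of 12 markers of meiosis and sporulation, 4 rose and 2 fell with zinc in EV yeast (mean 0.25, adjusted p = 0.38), with the regulator gene IME1 at 1.67. Of 4 markers of alpha cells and diploids, 3 fell with zinc in EV yeast (mean -0.75, median -0.22), a list too short for camera. The mean rests on MF(ALPHA)1 (-2.46), and whether its probe reads that gene alone in an a strain was not tested. LEU2 and MET17, deleted in the strain, had changes of 0.04 (adjusted p = 0.65) and 0.05 (adjusted p = 0.62) with zinc in EV yeast, and HIS3, the marker of the pFL38H vector, rose by 0.83 (adjusted p = 1.4e-05).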
